A study of Mus musculus with 23 samples. Its data were reported in "Calorie restriction outperforms bariatric surgery in a murine model of obesity and triple-negative breast cancer" (2023).

How the data were processed

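Total RNA of 23 E0771 tumors, each excised from a mouse, had been hybridized to Affymetrix Mouse Clariom S HT arrays and scanned on a GeneTitan instrument. The deposited values are on the log2 scale, and per the study's methods the authors made them by signal space transformation and robust multichip averaging in the Transcriptome Analysis Console. No further scaling was applied for the main results. Values ran from 1.36 to 18.69, array medians from 6.13 to 6.5, and the lowest correlation between a pair of arrays across probe sets was 0.961. No pair of arrays within a group was identical (highest correlation 0.991). Array signals carry no counts, so the number of arrays limits the precision.

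Of 22206 probe sets, 19572 had 1 gene symbol in the platform annotation, 0 had several and 2634 were unnamed here. Symbols were updated through Entrez identifiers with a mouse gene table of assembly GRCm38.p6, used for names only, and all 19572 matched. For 55 genes with several probe sets, the probe set with the highest mean was used, which left 19505 genes. The 40th percentile of probe set means, 4.77 on the log2 scale, served as the limit of low signal, and 11886 genes lay above it.

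Groups were taken from the title and the group characteristic of each array. The source name gives another group for 2 arrays, DIO-LFD replicate 1 and DIO-VSG replicate 1, and both were kept in the group of their titles, with 2 alternatives that left them out or followed the source name. The study's methods describe gene set enrichment against DIO-HFD and name no test of single genes for these arrays. Each gene was tested with limma (lmFit on all 23 arrays with a mean per group, then eBayes, 19 residual and 4.00 prior degrees of freedom), two-sided, and Benjamini-Hochberg adjustment over all genes at 0.05. The 3 main comparisons were DIO-HFD with CON-LFD, DIO-VSG with DIO-HFD and DIO-LFD with DIO-HFD, and the other 3 pairs of groups were tested the same way.

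The tests, the comparisons, the 28 gene lists, the rule for named genes and all alternatives except those named below as chosen later were fixed before the data were examined. The lists covered type I interferon, interferon gamma, MHC class I and II, T cells, cytotoxic effectors, checkpoint receptors, regulatory T cells, B cells, lymph node stroma, macrophages, neutrophils, dendritic cells, inflammatory cytokines, complement, adipocytes, skeletal muscle, mammary epithelium, skin, red blood cells, fibroblasts, endothelium, cell cycle, MYC targets, hypoxia, oxidative phosphorylation, cholesterol synthesis and fatty acid oxidation. Of 584 members fixed, 529 were measured, and the rest were not analysed here. Signals below the limit were most frequent among mammary (17 of 21), skin (12 of 13), B cell (10 of 18) and lymph node members (7 of 13). Lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 84 tests of 28 lists in the 3 main comparisons, and over a second family of 84 for the other 3. Reactome pathways of 15 to 300 measured genes (701) were tested with camera in the same way.

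The text names, for each comparison with DIO-HFD, the 10 largest increases and 10 largest decreases among genes with an adjusted p below 0.05, leaving out predicted gene models and immunoglobulin and T cell receptor segments, or, if none passed, genes among the 5 with the smallest p. For each list it names up to 4 members with the smallest p and up to 2 with the largest difference, and a gene of a list may be given for all 3 comparisons. For the other comparisons it names genes among the 5 with the smallest p.

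To test opposite changes across genes, the differences between groups were correlated, and simulated groups with no difference, sharing the same DIO-HFD arrays, gave the value expected from sharing alone, for the correlation and for the count of opposite genes. The simulated and split counts of opposite genes were added after the results were seen. Alternatives changed the filter on low signal, the arrays in the fit, the variance model, the scaling (quantile normalization, or each array centered on its median), array weights, covariates, the replicate number as a block, the members of each list and the list test (camera with an estimated correlation, fry, fgsea on signal-to-noise). Each array of the compared groups was left out in turn. Chosen after seeing the data were the fits without the 8 arrays rich in skeletal muscle transcripts, which kept 4 CON-LFD, 5 DIO-HFD, 2 DIO-LFD and 4 DIO-VSG arrays, the exact permutation of list means as a test of the lists, and the use of these settings on the Reactome pathways.

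The limma step was tested on simulated data with 50 changed genes per size among 19505. For DIO-HFD with CON-LFD it recovered 12%, 56%, 98% and 100% of genes changed by 0.5, 1, 2 and 3 on the log2 scale, for DIO-VSG with DIO-HFD 12%, 64%, 86% and 100%, and for DIO-LFD with DIO-HFD 2%, 50%, 96% and 100%. It also called 11, 6 and 9 unchanged genes. The simulated noise was independent between randomly chosen genes, so these shares need not hold for correlated genes or genes with a wide spread. Software was R 4.3.3 with limma 3.58.1, fgsea 1.28.0 and statmod 1.5.0.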

Results

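The arrays measured RNA from tumors of E0771, a mouse cell line of triple-negative breast cancer, grown in the mammary fat pad of C57BL/6NCrl mice. The 23 tumors fell into 4 groups. The CON-LFD group (n = 6) came from mice that were never obese and ate a low-fat control diet, and the DIO-HFD group (n = 6) from mice made obese by diet and kept on a high-fat diet. The DIO-LFD group (n = 5) came from obese mice moved to a low-fat diet, and the DIO-VSG group (n = 6) from obese mice given a vertical sleeve gastrectomy, an operation that removes most of the stomach, together with a low-fat diet. Mice of the other groups had sham surgery. Values were obtained for 19505 named genes on a log2 scale, with array medians between 6.13 and 6.5, and the number of arrays limits the precision. For DIO-LFD replicate 1 the source name gives the obese group without weight loss, and for DIO-VSG replicate 1 it gives the low-fat diet group, while the title and the group characteristic of both arrays give the groups used here. All tests were two-sided.

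Transcripts of skeletal muscle varied widely from tumor to tumor. The mean of the 25 measured members of the skeletal muscle list, genes of the sarcomere and of muscle energy use, ranged from 4.66 to 14.69 over the arrays. Group means of that list were 8.25 ± 4.46 (SD, n = 6) in CON-LFD, 6.60 ± 1.86 (n = 6) in DIO-HFD, 9.29 ± 3.25 (n = 5) in DIO-LFD and 6.75 ± 2.73 (n = 6) in DIO-VSG. Above a list mean of 9, a limit chosen after seeing the data, lay 8 arrays from all 4 groups, called muscle-rich here: CON-LFD replicates 3 and 5, DIO-HFD replicate 1, DIO-LFD replicates 1, 4 and 5, and DIO-VSG replicates 2 and 4. The adipocyte list was at 6.96 ± 0.64 (SD) in CON-LFD, 6.97 ± 2.14 in DIO-HFD, 6.93 ± 0.79 in DIO-LFD and 6.63 ± 0.99 in DIO-VSG, and DIO-HFD replicate 5 stood highest at 11.31.

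**Figure D1:**
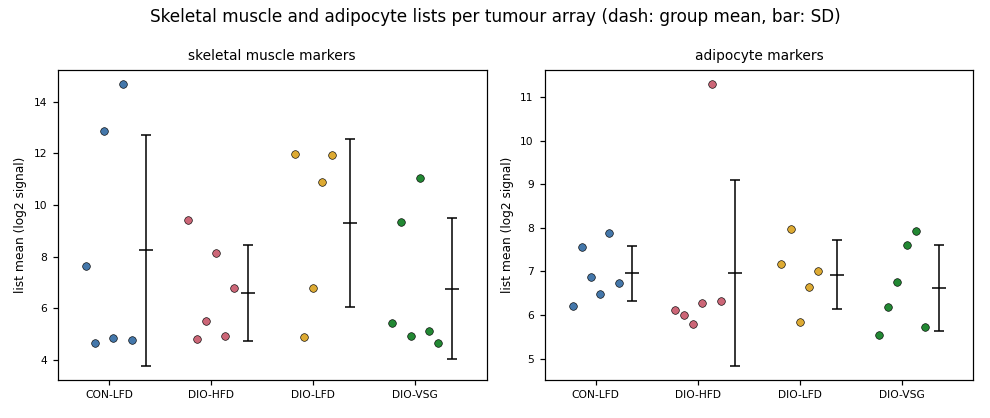
Mean log2 signal of the skeletal muscle and adipocyte lists in each of the 23 arrays, by group, with group means and standard deviations. The muscle list runs from 4.66 to 14.69, and each group has arrays above and below 9.

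Comparing DIO-HFD with CON-LFD asks how tumors of obese mice differed from tumors of mice that were never obese. The DIO-HFD mice also stayed on the high-fat diet, so this comparison cannot tell obesity from diet. The study reported a greater tumor mass in DIO-HFD than in every other group, and tumor mass was not in the fits. Genes of interferon responses and antigen presentation were lower in the obese group. All 16 measured members of the MHC class I list, which show peptides to cytotoxic T cells, were lower in DIO-HFD, and the list mean was 12.83 ± 0.29 (SD, n = 6) against 13.58 ± 0.11 (n = 6) in CON-LFD, a log2 difference of -0.75 ± 0.13 (SE). The interferon gamma list, genes induced by a cytokine of activated T and NK cells, differed by -0.99 ± 0.19 with 18 of 20 members lower. The type I interferon list, genes of antiviral defense, differed by -0.72 ± 0.25 with 29 of 29 lower, and the MHC class II list, which presents antigen to helper T cells, by -1.33 ± 0.40 with 11 of 11 lower. Igtp, an interferon-induced GTPase, was at 11.44 ± 0.54 (SD) in DIO-HFD and 13.04 ± 0.22 in CON-LFD, 3.02-fold lower. Ciita, the master regulator of MHC class II genes, was 3.21-fold lower (log2 -1.69 ± 0.37, SE), and H2-Eb1, a class II chain, 5.39-fold lower (-2.43 ± 0.74). Cxcl9, a chemokine that attracts T cells, was 3.87-fold lower, Psmb10, a subunit of the immunoproteasome, 2.82-fold, Parp14 2.35-fold and Stat2, a transcription factor of interferon signaling, 1.99-fold.

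Adjusted over the list alone, limma called 13 MHC class I members, 16 interferon gamma members, 16 type I interferon members and 9 MHC class II members, all lower, against 0 adjusted over all genes tested. The test of whole lists (limma's camera) called MHC class I (adjusted p = 4.02e-14), interferon gamma (2.42e-14), type I interferon (7.03e-16) and MHC class II (1.22e-09). None of these calls held with an estimated correlation: adjusted p = 0.206 with an estimated correlation for MHC class I and interferon gamma, 0.271 for type I interferon and 0.241 for MHC class II. The DIO-HFD and CON-LFD arrays did not overlap in the MHC class I or the interferon gamma list mean (exact permutation p = 0.00217, the smallest possible with 6 against 6, adjusted p = 0.0909), and fry called MHC class I (adjusted p = 0.0282). In the same comparison the skeletal muscle list differed by -1.64 ± 1.98 (SE).

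**Figure D2:**
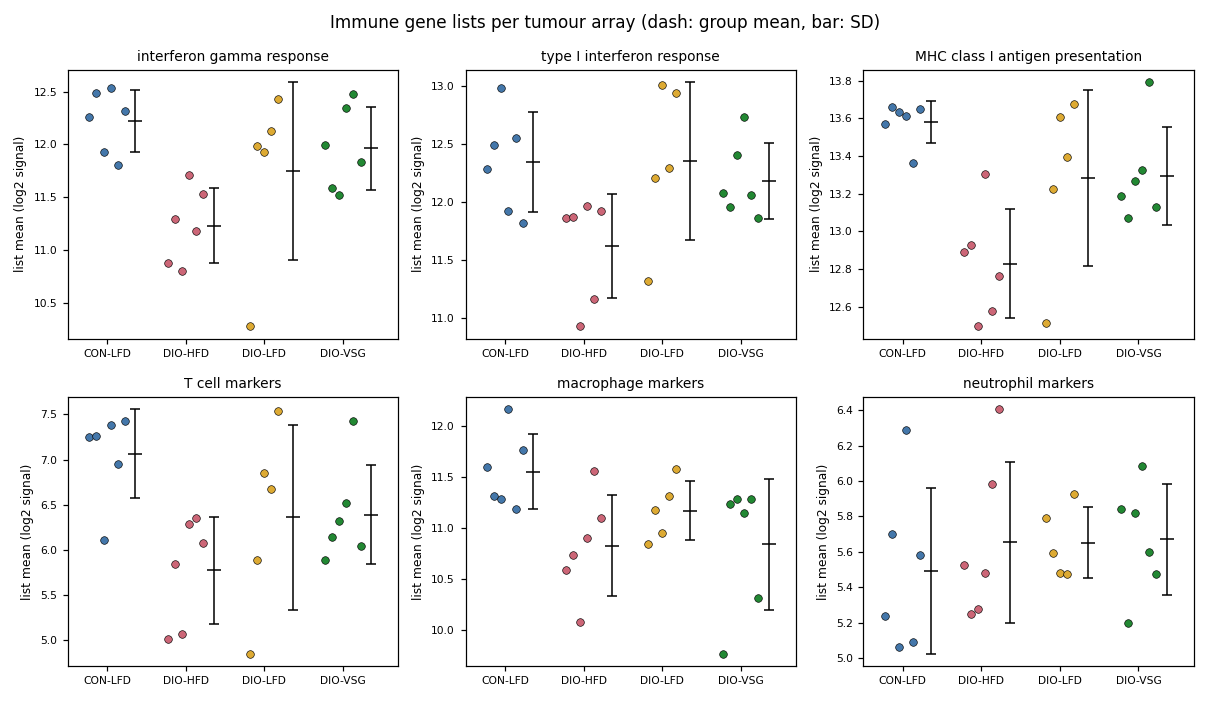
Mean log2 signal of immune gene lists in each array, by group, with group means and standard deviations. For the interferon gamma and MHC class I lists, the 6 DIO-HFD arrays lie below the 6 CON-LFD arrays.

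Lymphocyte genes were lower as well in DIO-HFD than in CON-LFD. The T cell list was at 5.77 ± 0.59 (SD, n = 6) against 7.06 ± 0.50 (n = 6), a difference of -1.29 ± 0.32 (SE) with 18 of 18 members lower. Cytotoxic T and NK cell effectors differed by -1.19 ± 0.32 (20 of 20 lower), and T cell checkpoint receptors by -0.97 ± 0.26 (11 of 12 lower). Cd8a, the coreceptor of cytotoxic T cells, was at 5.69 ± 1.42 (SD) in DIO-HFD and 8.69 ± 1.44 in CON-LFD, 8.04-fold lower. Cd3g and Cd3e, chains of the T cell receptor complex, were 4.98-fold and 5.47-fold lower, Nkg7, a protein of cytotoxic granules, 5.52-fold, and Pdcd1, which encodes PD-1, 4.04-fold. Regulatory T cell markers differed by -0.57 ± 0.24, with 8 of 11 lower. Adjusted over the list alone, 13 T cell, 11 cytotoxic, 8 checkpoint and 1 regulatory T cell members passed, against 0 adjusted over all genes tested. The list test called T cells (adjusted p = 1.41e-13), cytotoxic effectors (1.39e-11), checkpoint receptors (9.79e-08) and regulatory T cells (0.00874), each lost at an adjusted p = 0.206 with an estimated correlation, or 0.380 for regulatory T cells. The regulatory T cell call, at a median of -0.26, ended without DIO-HFD replicate 1 (-0.22, adjusted p = 0.0526) and without the 8 muscle-rich arrays (-0.27, 0.101), and the median was -0.40 without DIO-HFD replicate 6.

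Macrophage, dendritic cell and complement genes were lower too, while the neutrophil list as a whole was not. Macrophage markers differed by -0.73 ± 0.25 (SE, n = 6 and 6) with 17 of 18 lower, dendritic cell markers by -0.53 ± 0.23 (16 of 18) and complement genes by -0.90 ± 0.28 (13 of 13). Csf1r, the growth factor receptor of macrophages, was 2.17-fold lower, Fcgr1, a high-affinity antibody receptor, 2.27-fold, and Cfb, complement factor B, 3.98-fold (-1.99 ± 0.46). Adjusted over the list alone, 6 macrophage, 2 dendritic cell and 3 complement members passed, against 0 over all genes. The lists were called at adjusted p = 1.12e-07, 2.27e-05 and 1.26e-07, with adjusted p = 0.253, 0.253 and 0.241 with an estimated correlation. Neutrophil markers did not pass, at 0.16 ± 0.27 with 12 of 19 higher (adjusted p = 0.633), nor did B cell and plasma cell markers (-0.20 ± 0.15, adjusted p = 0.197, with 1 member passing over the list alone) or inflammatory cytokines (-0.10 ± 0.29, adjusted p = 0.351). Of the 19 neutrophil members only 5 were high enough in CON-LFD to fall as far as the T cell list. These differed by -0.44 ± 0.38 on average, from -1.29 for Csf3r to 0.39 for Clec4e.

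Metabolic and stromal genes differed too, by small amounts or with a wide spread. Hypoxia and glycolysis genes were higher in DIO-HFD by 0.25 ± 0.18 (SE) in 19 of 23 members, among them Ndrg1, induced by low oxygen, 1.73-fold higher. Genes of cholesterol and fatty acid synthesis were higher by 0.23 ± 0.25 (15 of 21), with Idi1, an isoprenoid enzyme, 1.64-fold higher. In the list of fatty acid oxidation and PPAR targets (0.06 ± 0.26, 14 of 20 higher), Decr1 and Ech1, enzymes that prepare unsaturated fatty acids for oxidation, were 1.56-fold (0.64 ± 0.15) and 1.52-fold (0.60 ± 0.16) higher and passed adjusted over the list alone, against 0 over all genes. Skeletal muscle markers (-1.64 ± 1.98, 25 of 25), fibroblast and matrix genes (-0.52 ± 0.39, 18 of 23) and oxidative phosphorylation (-0.12 ± 0.09, 18 of 25) were lower. Col1a1, a collagen chain, was 3.29-fold lower, and Ttn, the giant protein of the sarcomere, was at 4.54 ± 1.56 (SD) against 7.48 ± 4.27. The list test called hypoxia (adjusted p = 0.00904), cholesterol (0.0399), fatty acid oxidation (0.0413), muscle (0.000363), fibroblast (0.00826) and oxidative phosphorylation (0.0437), with adjusted p between 0.669 and 0.780 with an estimated correlation.

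Each of these 6 calls was lost without single arrays, given here with the median that remained. Hypoxia, at a median of 0.27, was lost without CON-LFD replicate 1 (0.16, adjusted p = 0.0511), CON-LFD replicate 3 (0.20, 0.0590) or DIO-HFD replicate 3 (0.13, 0.234). Muscle, at -1.63, was lost without CON-LFD replicate 3 (-0.76, 0.0775) or 5 (-0.36, 0.304), and its median was -2.45 without CON-LFD replicate 2. Fibroblast genes, at -0.28, were lost without CON-LFD replicate 3 (-0.10, 0.179) or DIO-HFD replicate 6 (-0.28, 0.0679), and their median was -0.49 and -0.44 without CON-LFD replicates 1 and 4 and -0.59 without DIO-HFD replicate 5. Cholesterol synthesis, at 0.26, was lost without CON-LFD replicates 3 (0.05), 4 (0.17) or 5 (0.09) or DIO-HFD replicates 1 (0.23), 3 (0.22), 4 (0.26) or 5 (0.27), at adjusted p between 0.0504 and 0.534, and was at 0.42 without CON-LFD replicate 1. Fatty acid oxidation, at 0.19, was lost without CON-LFD replicates 1 (0.13), 4 (0.17) or 6 (0.21) or DIO-HFD replicates 1 (0.20), 2 (0.17), 4 (0.14) or 5 (0.08), at 0.0546 to 0.239, and was at 0.29 without DIO-HFD replicate 6. Oxidative phosphorylation, at -0.11, was lost without CON-LFD replicates 1 (-0.09), 4 (-0.10) or 5 (-0.04) or DIO-HFD replicates 1 (-0.12), 2 (-0.13), 3 (-0.08) or 5 (-0.11), at 0.0505 to 0.381, and was at -0.18 and -0.17 without CON-LFD replicates 2 and 3. It was also lost without the 2 arrays whose labels differ (-0.11, adjusted p = 0.0502) and with the groups of the source names (-0.14, 0.0503), as was muscle with those groups (-0.86, 0.0560). Without the 8 muscle-rich arrays the fibroblast (-0.18, adjusted p = 0.50), oxidative phosphorylation (-0.06, 0.292) and hypoxia (0.13, 0.0514) calls ended, the medians of the muscle list (0.63), by which those arrays were chosen, and the cholesterol list (-0.09) changed sign, and fatty acid oxidation was called at 0.35. Idi1 was then at 0.39 against 0.71 and Ttn at -0.80 against -2.94, and Ttn was at -1.71 without CON-LFD replicate 5. The other lists were not called: lymph node stroma (-0.16 ± 0.12, adjusted p = 0.753), mammary epithelium (-0.03 ± 0.20, 0.936), skin epidermis (0.19 ± 0.14, 0.439), endothelial markers (0.01 ± 0.27, 0.886), red blood cell markers (0.16 ± 0.17, 4 of 10 measured, 0.844), cell cycle (-0.00 ± 0.12, 0.936) and MYC targets (-0.02 ± 0.06, 0.809). Adipocyte markers differed by 0.01 ± 0.91 (adjusted p = 0.753), a mean and median above 0 with a test below 0, and in the MYC and endothelial lists too the median, mean and test differed in sign.

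Among single genes, Atp8a1, which encodes a flippase that moves phospholipids between the leaflets of the cell membrane, was 3.76-fold lower in DIO-HFD, at 8.09 ± 0.52 (SD, n = 6) against 9.99 ± 0.42 (n = 6), a log2 difference of -1.91 ± 0.30 (SE). It was the only gene limma called in this comparison (adjusted p = 0.0346, 0 higher and 1 lower), while 129 genes had an adjusted p below 0.1, 52 higher and 77 lower, and 2617 an unadjusted p below 0.05. The call was lost without CON-LFD replicate 2 (adjusted p = 0.0541), 5 (0.0718) or 6 (0.102) or DIO-HFD replicate 1 (0.107), 3 (0.0698) or 5 (0.0531), and the count was 2 without CON-LFD replicate 1 or DIO-HFD replicate 4, 3 without DIO-HFD replicate 2 and 6 without CON-LFD replicate 4. Among the arrays of the other groups, which enter the same fit, it was 60 without DIO-LFD replicate 1, 6 without DIO-LFD replicate 5 and 0 without DIO-VSG replicate 5 or 6. It was 66 without the 2 arrays whose labels differ, 196 with the groups that the source names give, and 5 without the 8 muscle-rich arrays.

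Reactome pathways of interferon and T cell signaling were lower too. Interferon gamma signaling (93 genes) was lower in DIO-HFD by a mean of -0.51 (adjusted p = 3.75e-11), PD-1 signaling (15 genes) by -1.47 (5.00e-10) and T cell receptor signaling (41 genes) by -0.66 (4.41e-08). No pathway passed with an estimated correlation, where the smallest adjusted p, that of these 3 pathways too, was 0.756. Of 701 pathways, 13 were called higher and 88 lower. With each array centered on its median 19 were called higher and 63 lower, and with quantile normalization 5 higher and 97 lower. Centering moved the median difference of all genes by 0.11, from 0.03 to 0.14 on the log2 scale. The number called was 53 without CON-LFD replicate 5, 65 without DIO-HFD replicate 3 and 53 without the 8 muscle-rich arrays.

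Comparing DIO-VSG with DIO-HFD asks how tumors differed after surgical weight loss, which came together with the low-fat diet. This comparison cannot tell surgery from the change of diet. The interferon and antigen presentation genes were higher after surgery. The type I interferon list was higher by 0.56 ± 0.23 (SE, n = 6 and 6) in 29 of 29 members, the interferon gamma list by 0.73 ± 0.22 (19 of 20), MHC class I by 0.47 ± 0.16 (16 of 16) and MHC class II by 0.63 ± 0.43 (10 of 11). Gbp4 and Gbp2, GTPases that act against intracellular pathogens, were 2.68-fold (1.42 ± 0.47) and 2.33-fold higher, Igtp 2.07-fold, Cxcl9 2.29-fold, Psmb10 2.14-fold (1.10 ± 0.34) and Stat2 1.65-fold. Adjusted over the list alone, 8 interferon gamma and 2 MHC class I members, Psmb10 and Psme2, passed, against 0 adjusted over all genes. These lists were called at adjusted p = 7.03e-16, 7.08e-14, 1.05e-09 and 0.000300, and adjusted p = 0.271, 0.206, 0.206 and 0.510 with an estimated correlation. The class II median of 0.60 was 0.92 with the groups of the source names.

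T cell markers were also higher after surgery, by 0.62 ± 0.33 (16 of 18 members), as were cytotoxic effectors (0.67 ± 0.34, 19 of 20) and checkpoint receptors (0.59 ± 0.29, 11 of 12). Cd8a was 3.84-fold higher (1.94 ± 0.76), Cd3g 2.76-fold, Klrk1, an activating receptor of NK cells, 2.56-fold, and Havcr2, which encodes TIM-3, 2.01-fold. No member of these lists passed adjusted over the list alone or over all genes. The lists were called at adjusted p = 2.63e-05, 6.52e-06 and 6.21e-05, and adjusted p = 0.501, 0.380 and 0.299 with an estimated correlation. Regulatory T cells (0.23 ± 0.23, adjusted p = 0.213), macrophages (0.01 ± 0.33, 0.515), complement (0.03 ± 0.39, 0.686), neutrophils (0.02 ± 0.22, 0.824) and skeletal muscle (0.15 ± 1.35, 0.688) did not pass, nor did dendritic cell markers, whose mean (-0.15 ± 0.22, 0.686) and median (0.04) differed in sign. Mrc1, the mannose receptor of macrophages, was 2.36-fold lower, and Ccl22, a chemokine of dendritic cells, 3.18-fold lower, without passing. DIO-VSG replicate 1, whose labels disagree, was lowest of its group in macrophages (9.77) and complement (9.45). The other DIO-VSG arrays ran from 10.3 to 11.3 and from 9.97 to 11.35.

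Endothelial markers were higher in DIO-VSG than in DIO-HFD by 0.32 ± 0.26 (15 of 18 members), with Plvap, a protein of the openings in capillary walls, 2.27-fold and Pecam1, which joins endothelial cells, 1.54-fold higher. Fatty acid oxidation and PPAR targets were lower (-0.23 ± 0.17, 16 of 20, Decr1 1.35-fold), as were fibroblast and matrix genes (-0.42 ± 0.35, 18 of 23, with Mmp2, a matrix protease, 2.52-fold), mammary epithelium markers (-0.25 ± 0.17, 17 of 21, with Cdh1, the epithelial cadherin, 1.82-fold) and hypoxia genes (-0.15 ± 0.16, 19 of 23, Kdm3a 1.41-fold). Of the 21 measured mammary members, 17 were low in signal. The lists were called at adjusted p = 0.00247, 0.00350, 0.0193, 0.0399 and 0.0232, and adjusted p = 0.510, 0.510, 0.678, 0.501 and 0.700 with an estimated correlation. The endothelial call, at a median of 0.29, was lost without DIO-HFD replicate 6 (0.14, adjusted p = 0.131), and the median was 0.19 without DIO-VSG replicate 1 and 0.47 without DIO-VSG replicate 4. Fatty acid oxidation, at -0.24, was lost without DIO-HFD replicate 5 (-0.20, 0.0644) and was at -0.15 without DIO-VSG replicate 1. Hypoxia, at -0.12, was lost without DIO-HFD replicate 3 (-0.05, 0.674) or DIO-VSG replicate 2 (-0.07, 0.320) or 4 (-0.08, 0.133), and was at -0.21 and -0.24 without DIO-HFD replicates 4 and 5 and -0.19 without DIO-VSG replicate 3 or 5. Mammary markers, at -0.20, were lost without DIO-HFD replicates 5 (-0.13) or 6 (-0.17) or DIO-VSG replicates 1 (-0.19), 2 (-0.24), 3 (-0.17) or 4 (-0.25), at adjusted p from 0.0637 to 0.371. Fibroblast genes, at -0.30, were lost without DIO-HFD replicates 1 (-0.28), 2 (-0.09) or 5 (-0.29) or DIO-VSG replicates 1 (-0.26), 4 (-0.30), 5 (-0.33) or 6 (-0.30), at 0.0650 to 0.166. Their median was -0.45, -0.47 and -0.47 without DIO-HFD replicates 3, 4 and 6, and -0.62 without DIO-VSG replicate 2. Without the 8 muscle-rich arrays the mammary (-0.27, adjusted p = 0.0631) and hypoxia (-0.03, 0.590) calls ended, while the fibroblast list was called at -0.69 and the endothelial list at 0.52. Without the 2 arrays whose labels differ the mammary (-0.19, 0.172) and fibroblast (-0.26, 0.0929) calls ended, as they did with the groups of the source names (-0.16, 0.282, and -0.29, 0.113), and without those 2 arrays the endothelial and fatty acid oxidation medians were 0.19 and -0.15. Cdh1 was at -0.46 without DIO-HFD replicate 5 against -0.87, and Kdm3a at -0.29 without the muscle-rich arrays against -0.50. The remaining lists did not pass in this comparison: B cells (0.06 ± 0.16, adjusted p = 0.745), lymph node stroma (0.04 ± 0.18, 0.966), inflammatory cytokines (0.01 ± 0.24, 0.883), adipocytes (-0.35 ± 0.96, 0.302), skin (-0.07 ± 0.19, 0.686), red blood cells (0.18 ± 0.17, 0.442), cell cycle (0.05 ± 0.11, 0.333), MYC targets (0.07 ± 0.06, 0.149), oxidative phosphorylation (0.00 ± 0.09, 0.977) and cholesterol synthesis (0.09 ± 0.13, 0.333). The neutrophil, cytokine and oxidative phosphorylation lists had a mean above 0 and a median below 0.

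Single genes did not pass between DIO-VSG and DIO-HFD. limma called 0 genes, with 1089 at an unadjusted p below 0.05, 569 higher and 520 lower. The genes with the smallest p, none of which passed, included Endog, a mitochondrial nuclease, 1.86-fold higher (0.89 ± 0.21, SE), and Slc22a23, a transporter, 2.31-fold lower (-1.21 ± 0.29), each at adjusted p = 0.860. Trpa1, an ion channel of sensory nerves with the same adjusted p, lay below the limit of low signal (4.77) in both groups, at 3.38 ± 0.26 (SD) and 4.14 ± 0.34. Among Reactome pathways 105 were called higher and 3 lower, with interferon gamma signaling higher by 0.30 (adjusted p = 1.78e-06, and adjusted p = 0.756 with an estimated correlation, where 0 pathways passed). That count of 108 was 65 without DIO-HFD replicate 3.

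Comparing DIO-LFD with DIO-HFD asks how tumors differed after weight loss by diet. This comparison cannot tell weight loss from the change of diet itself. Type I interferon genes were higher after the low-fat diet by 0.74 ± 0.36 (SE, n = 5 and 6), in 29 of 29 members. Oas1a, which senses viral RNA, was 2.16-fold higher (1.11 ± 0.34), Dhx58, a regulator of viral RNA sensing, 1.93-fold, Stat2 1.72-fold and Trim30a 1.71-fold, and 15 members passed adjusted over the list alone, against 0 over all genes. The interferon gamma list was higher by 0.52 ± 0.41 (19 of 20), MHC class I by 0.46 ± 0.24 (16 of 16, with Psmb9, an immunoproteasome subunit, 1.94-fold) and MHC class II by 0.64 ± 0.59 (10 of 11, H2-Ab1 2.21-fold). These lists were called at adjusted p = 2.73e-22, 1.93e-08, 2.25e-09 and 0.000208, and adjusted p = 0.206, 0.333, 0.206 and 0.501 with an estimated correlation. Without DIO-LFD replicate 5 the MHC class II call was lost (median 0.34, adjusted p = 0.0728) and the interferon gamma median moved from 0.56 to 0.34, while without DIO-LFD replicate 1 the medians were 1.11 for MHC class II and 0.89 for interferon gamma, which was at 1.04 with the groups of the source names. The class II median was 0.44 without DIO-HFD replicate 3, and its call ended without the 8 muscle-rich arrays (adjusted p = 0.103) at a median of 0.51 against 0.73. H2-Ab1 was at 1.77 without DIO-LFD replicate 1 and 0.75 without DIO-LFD replicate 5 against 1.14, and Dhx58 at 1.48 without the muscle-rich arrays against 0.95. The skeletal muscle list was higher in the same comparison by 2.69 ± 1.64.

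T cell markers were higher in DIO-LFD than in DIO-HFD by 0.59 ± 0.52 (18 of 18 members), cytotoxic effectors by 0.49 ± 0.42 (16 of 20), checkpoint receptors by 0.53 ± 0.36 (11 of 12) and regulatory T cells by 0.37 ± 0.35 (8 of 11). Cd8a was 4.02-fold higher (2.01 ± 0.79), Klrk1 2.56-fold, and Tigit, an inhibitory receptor, 1.92-fold (0.94 ± 0.28), the only member of these lists to pass adjusted over the list alone, against 0 over all genes. Macrophage markers were higher by 0.34 ± 0.24 (15 of 18), dendritic cell markers by 0.19 ± 0.28 (13 of 18) and complement by 0.47 ± 0.32 (12 of 13, Cfb 2.14-fold). These 7 lists were called at adjusted p = 6.36e-05, 0.000589, 0.000244, 0.0210, 0.00385, 0.0429 and 0.00118, and adjusted p = 0.501, 0.510, 0.362, 0.501, 0.540, 0.669 and 0.501 with an estimated correlation. In the same arrays the skeletal muscle list was higher by 2.69 ± 1.64.

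Only the checkpoint call among these 7 lists outlasted the removal of each array, and its median moved from 0.50 to 0.27 without DIO-LFD replicate 5. Without that array the T cell (median 0.22, adjusted p = 0.0758), cytotoxic (0.35, 0.0728), macrophage (0.29, 0.0728), regulatory T cell (0.23, 0.131) and dendritic cell (0.09, 0.604) calls were lost. With all arrays these medians were 0.41, 0.40, 0.32, 0.42 and 0.14, and without DIO-LFD replicate 1 those of T cells, cytotoxic effectors, macrophages and dendritic cells were 0.68, 0.67, 0.50 and 0.25. Without DIO-HFD replicate 3 the complement (0.23 against 0.43, adjusted p = 0.0775), macrophage (0.17, 0.122) and dendritic cell (0.10, 0.392) calls were lost, and without DIO-HFD replicate 1 the regulatory T cell (0.34, 0.138) and dendritic cell (0.14, 0.196) calls. Regulatory T cells were also lost without DIO-HFD replicate 4 (0.45, 0.0662) or DIO-LFD replicate 4 (0.43, 0.0583), and dendritic cells without DIO-LFD replicate 4 (0.09, 0.252). Without DIO-HFD replicate 5 the macrophage and dendritic cell medians were 0.49 and 0.24, and without DIO-LFD replicate 2 the dendritic cell median was 0.27. Without the 8 muscle-rich arrays, with 2 DIO-LFD arrays left, the cytotoxic (0.38, 0.0916), complement (0.35, 0.103), macrophage (0.13, 0.355) and regulatory T cell (0.31, 0.0890) calls ended, and the dendritic cell median changed sign (-0.10). With the groups of the source names the macrophage (0.26, 0.156), dendritic cell (0.18, 0.0998) and complement (0.22, 0.0707) calls ended, and the T cell median was 0.68. Cfb was at 0.62 without DIO-HFD replicate 3 against 1.10.

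Skeletal muscle markers were higher in DIO-LFD by 2.69 ± 1.64 (25 of 25 members, adjusted p = 1.05e-09, and adjusted p = 0.501 with an estimated correlation), with Pygm, the glycogen phosphorylase of muscle, 10.3-fold and Cox6a2 9.10-fold higher. With the groups of the source names the call ended (a median of 0.68 against 2.82, adjusted p = 0.182), with Pygm at 0.71 against 3.36 and Cox6a2 at 0.93 against 3.18. The 8 muscle-rich arrays were chosen by this list, so its median without them (-0.15) and those of Pygm (0.08) and Cox6a2 (0.49) follow from the choice. Oxidative phosphorylation was higher by 0.10 ± 0.10 (20 of 25), hypoxia genes lower by -0.17 ± 0.18 (19 of 23, with Pdk1, a switch from respiration to glycolysis, 1.48-fold) and fatty acid oxidation lower by -0.02 ± 0.30 (17 of 20, where Decr1, 1.55-fold, passed over the list alone, against 0 over all genes). These 3 were called at adjusted p = 0.0399, 0.0346 and 0.00414, and adjusted p = 0.678, 0.719 and 0.510 with an estimated correlation. Fatty acid oxidation, at a median of -0.26, was lost without DIO-HFD replicate 5 (-0.18, adjusted p = 0.0646) or DIO-LFD replicate 4 (-0.18, 0.0703), and was called at -0.49 with the groups of the source names, where Pdk1 was at -0.38 against -0.57. Hypoxia, at -0.17, was lost without DIO-HFD replicates 2 (-0.19) or 3 (-0.07) or DIO-LFD replicates 1 (-0.14), 3 (-0.16) or 5 (-0.08), at 0.0592 to 0.591, and was at -0.27 without DIO-LFD replicate 2. It was also lost with the groups of the source names (-0.04, 0.794), without the 2 arrays whose labels differ (-0.14, 0.159) and without the 8 muscle-rich arrays (-0.04, 0.727). Oxidative phosphorylation, at 0.07, was lost without DIO-HFD replicates 1 (0.07), 2 (0.09), 3 (0.06) or 5 (0.08) or DIO-LFD replicates 3 (0.04) or 5 (0.01), at 0.0512 to 0.480, and without the muscle-rich arrays (0.08, 0.132). Its median was 0.12 without DIO-HFD replicate 4 or 6, 0.16 and 0.13 without DIO-LFD replicates 1 and 2, and 0.11 with the groups of the source names. Endothelial markers (-0.21 ± 0.27, adjusted p = 0.149), fibroblast genes (0.26 ± 0.40, 0.155), skin (-0.22 ± 0.13, 0.148, 1 member passing over the list alone), neutrophils (-0.00 ± 0.21, 0.711), B cells (-0.05 ± 0.13, 0.852), lymph node stroma (0.13 ± 0.13, 0.966), inflammatory cytokines (-0.01 ± 0.27, 0.809), adipocytes (-0.04 ± 0.94, 0.967), mammary markers (-0.07 ± 0.18, 0.686), red blood cells (0.10 ± 0.22, 0.936), cell cycle (-0.04 ± 0.10, 0.711), MYC targets (0.04 ± 0.07, 0.256) and cholesterol synthesis (-0.13 ± 0.16, 0.220) did not pass. The lymph node, neutrophil, cytokine, adipocyte and MYC lists had a median, mean and test that differed in sign.

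Between DIO-LFD and DIO-HFD limma called 0 genes, with 1204 at an unadjusted p below 0.05, 469 higher and 735 lower, and 9 genes with the groups of the source names. The smallest p, not passing, belonged to Rab27b, which guides secretory vesicles, 2.90-fold lower (-1.54 ± 0.29, SE, adjusted p = 0.460), Calcrl, a vascular peptide receptor, 2.54-fold lower (-1.35 ± 0.31, 0.650), and Xrcc5, a DNA repair protein, 2.09-fold lower (-1.06 ± 0.25, 0.650). Among Reactome pathways 105 were called higher and 1 lower, with interferon gamma signaling higher by 0.36 (adjusted p = 4.60e-10) and striated muscle contraction by 1.65 (5.93e-05). With an estimated correlation their adjusted p = 0.756 and 0.773, and 0 pathways passed. That count of 106 was 40 without DIO-LFD replicate 3 and 64 without DIO-HFD replicate 3, and the 15 lists called were 8 without DIO-LFD replicate 5 and 7 without the 8 muscle-rich arrays.

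**Figure D3:**
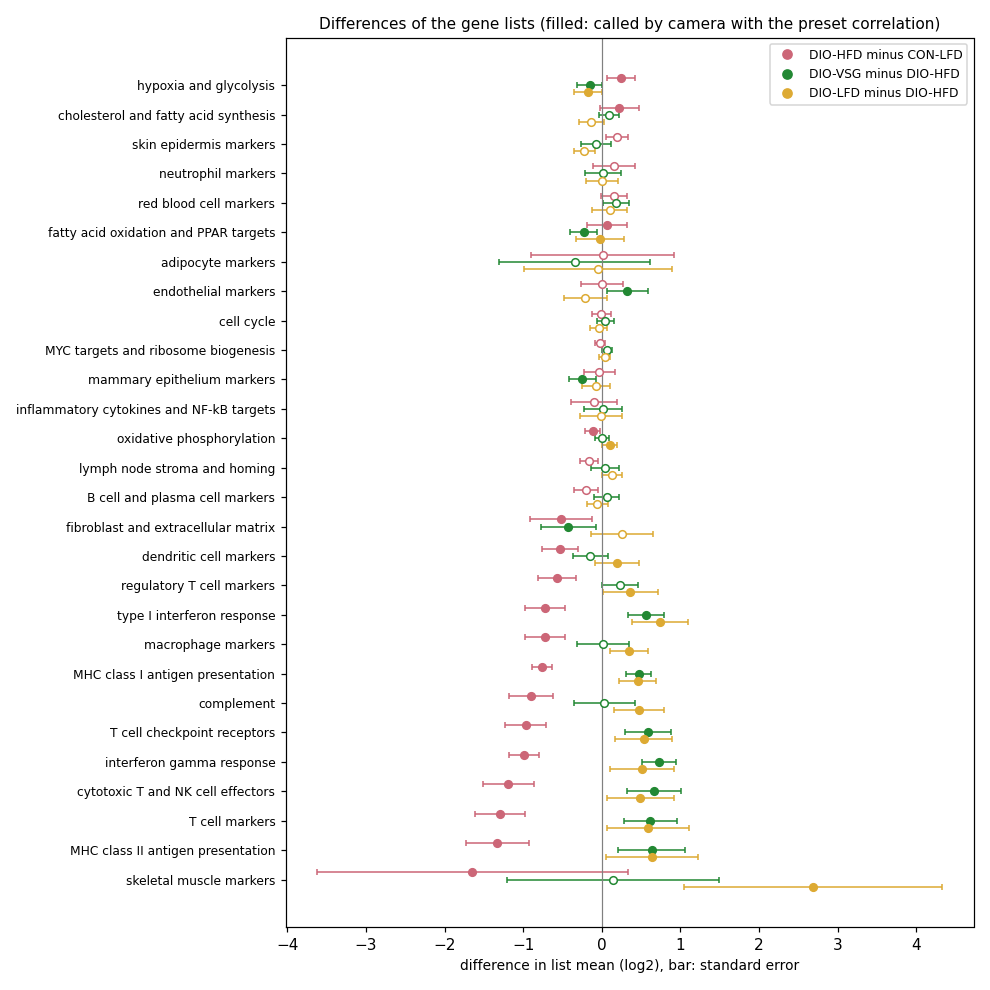
Mean log2 difference of each gene list in the 3 comparisons with DIO-HFD, with standard errors. The type I interferon list is at -0.72 for DIO-HFD against CON-LFD, 0.56 for DIO-VSG against DIO-HFD and 0.74 for DIO-LFD against DIO-HFD.

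A direct comparison of DIO-VSG with DIO-LFD (n = 6 and 5) set gastrectomy against sham surgery, since both groups ate the low-fat diet. Endothelial markers were higher in DIO-VSG by 0.53 ± 0.25 (SE, 17 of 18 members, adjusted p = 7.78e-07) and cholesterol synthesis genes by 0.23 ± 0.20 (21 of 21, 0.00866). Fibroblast genes (-0.68 ± 0.43, 2.33e-05), complement (-0.44 ± 0.33, 0.00331), dendritic cells (-0.34 ± 0.24, 0.00343), macrophages (-0.33 ± 0.29, 0.0212), type I interferon (-0.17 ± 0.33, 0.0123) and oxidative phosphorylation (-0.10 ± 0.11, 0.0210) were lower after surgery, as was skeletal muscle (-2.54 ± 1.83, 1.71e-09). None of these held: each had an adjusted p of at least 0.613 with an estimated correlation. Both arrays whose labels disagree lie in the groups compared here. DIO-VSG replicate 1 was lowest of its group in macrophages (9.77), complement (9.45) and fibroblast genes (9.24). DIO-LFD replicate 1 was lowest of its group in type I interferon (11.32), macrophages (10.84) and complement (10.55). The lists were not tested in this comparison without these arrays or with the groups of the source names. The T cell (0.03 ± 0.51, with a test below 0, adjusted p = 0.973) and interferon gamma (0.21 ± 0.41, 0.164) lists did not pass. limma called 0 genes, with 662 at an unadjusted p below 0.05; Slc16a5, a transporter of small acids, had the smallest p and did not pass (adjusted p = 1.00), at 3.31 ± 0.50 (SD) and 4.40 ± 0.34, below the limit of low signal in both groups.

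Against CON-LFD, both weight-loss groups were lower in T cell, cytotoxic, macrophage and antigen presentation genes, while the regulatory T cell and B cell lists were not called. DIO-LFD replicate 1, whose labels disagree, was lowest of its group in interferon gamma (10.28), MHC class I (12.51) and T cells (4.85). The other DIO-LFD arrays ran from 11.93 to 12.43, 13.22 to 13.68 and 5.89 to 7.54. CON-LFD means were 12.22, 13.58 and 7.06. That array was also lowest of its group in type I interferon (11.32). DIO-VSG replicate 1, whose labels disagree too, was lowest of its group in macrophages (9.77), complement (9.45) and dendritic cells (6.18). The lists were not tested against CON-LFD without either array. T cell markers were lower by -0.67 ± 0.30 (SE, n = 6 and 6) in DIO-VSG (adjusted p = 7.78e-07) and by -0.70 ± 0.50 (n = 5 and 6) in DIO-LFD (9.33e-07), and the macrophage list by -0.72 ± 0.30 (2.55e-08) and -0.38 ± 0.20 (0.000923). Cytotoxic effectors were lower by -0.52 ± 0.34 (0.000125) and -0.70 ± 0.42 (4.64e-06), and checkpoint receptors by -0.38 ± 0.26 and -0.43 ± 0.34 (0.00986 for both). Each of these had an adjusted p = 0.613 with an estimated correlation. Complement genes were lower by -0.87 ± 0.29 (2.55e-08) in DIO-VSG and -0.43 ± 0.18 (0.00331) in DIO-LFD, and dendritic cell markers by -0.68 ± 0.17 (2.55e-08) and -0.34 ± 0.24 (0.00373), each with an adjusted p = 0.613 with an estimated correlation. In DIO-VSG 5 members of each of these 2 lists passed adjusted over the list alone, against 0 over all genes. MHC class II genes were lower by -0.69 ± 0.31 (6.84e-05) in DIO-VSG and -0.68 ± 0.51 (0.000277) in DIO-LFD, and MHC class I genes by -0.29 ± 0.12 (0.000276) and -0.30 ± 0.21 (0.00101), each with an adjusted p = 0.613 with an estimated correlation. The interferon gamma list was lower by -0.26 ± 0.20 (0.0209) and -0.47 ± 0.40 (0.000206), with adjusted p = 0.824 and 0.613 with an estimated correlation. Type I interferon genes were lower in DIO-VSG by -0.16 ± 0.22 (0.0266, and adjusted p = 0.895 with an estimated correlation), and in DIO-LFD they were at 12.36 ± 0.68 (SD) against 12.35 ± 0.43 and did not pass (0.01 ± 0.35, SE, adjusted p = 0.979). In DIO-VSG, fibroblast genes (-0.94 ± 0.43, 4.90e-08), muscle (0.000250), mammary markers (-0.28 ± 0.14, 0.0453) and oxidative phosphorylation (-0.12 ± 0.11, 0.0190) were called lower, and endothelial markers (0.33 ± 0.24, 0.0123) and cholesterol synthesis (0.32 ± 0.28, 0.000276) higher. Their adjusted p ran from 0.613 to 0.807 with an estimated correlation. Of the 28 lists, 16 were called between DIO-VSG and CON-LFD and 9 between DIO-LFD and CON-LFD, and 0 with an estimated correlation. The skeletal muscle list differed by -1.50 ± 2.14 and 1.05 ± 2.33. limma called 0 genes in both comparisons, with 1302 and 1060 at an unadjusted p below 0.05; the smallest p, not passing, belonged to Nfatc2, a transcription factor of T cell activation, in DIO-VSG (2.56-fold lower, -1.36 ± 0.28, adjusted p = 0.558) and to Sptssb, a subunit of the enzyme that starts sphingolipid synthesis, in DIO-LFD (0.418), at 2.74 ± 0.13 (SD) and 3.46 ± 0.23, below the limit of low signal in both groups.

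Across genes, the difference of DIO-HFD from CON-LFD ran opposite to the changes after weight loss, though all 3 comparisons share the DIO-HFD arrays. Its correlation across 19505 genes, which are not independent replicates, was -0.580 with DIO-VSG minus DIO-HFD and -0.697 with DIO-LFD minus DIO-HFD, where simulated groups with no difference gave -0.481 ± 0.167 (SD) and -0.479 ± 0.171 from the shared arrays alone. The covariance was -0.0664 against -0.0453 simulated for DIO-VSG, a difference of -0.0211, and -0.0991 against -0.0460 for DIO-LFD, a difference of -0.0531. Of the 100 simulations, 32 and 8 had as low a correlation and 14 and 3 as low a covariance. With the DIO-HFD arrays split so that no array served both comparisons, the correlations over 20 splits averaged -0.144 (from -0.278 to 0.00432) and -0.301 (from -0.431 to -0.170). At an unadjusted p below 0.05, 224 genes were higher in DIO-HFD and lower in DIO-VSG and 278 the other way, 502 in all with 0 in the same direction, where independent lists would share 39.1 and 33.5. Simulated groups with no difference gave 191 such genes on average from the shared arrays alone (highest 486 of 100 simulations). For DIO-LFD 325 and 230 genes, 555 in all with 2 in the same direction, stood against 55.3 and 27.6 for independent lists and 188 in the simulations, of which 3 gave as many. With the DIO-HFD arrays split, 133 genes on average were opposite and 39.2 in the same direction for DIO-VSG, where independent lists would share 60.3 in opposite directions, and 156 and 32.5 for DIO-LFD (65.4). The simulations leave out real effects, so the counts are not a measure of a shared effect.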

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

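All tests of explanations in this part were chosen after the results were seen. The counts of other splits of the arrays were planned, except those for unnamed probe sets and for Reactome pathways outside the comparisons with DIO-HFD, but how a split treats the other comparisons of its family was set after a first run in which the real split did not return its reported count. That change raised the share of splits for the 17 lists called between DIO-HFD and CON-LFD from under 5% to 7 of 100, and so turned whether chance was excluded there.

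Skeletal muscle genes differed most between tumors: the list mean ran from 4.66 to 14.69, and it was higher in DIO-LFD than in DIO-HFD by 2.69 ± 1.64 (SE). Muscle tissue carried over with some tumors is a candidate explanation, since all 4 groups held arrays above and below a list mean of 9. That limit was chosen after seeing the data, and in DIO-HFD only replicate 1 lay above it, at 9.41. A difference between the study groups in muscle gene expression is not excluded. A permutation of the arrays over the groups gave p = 0.469 (1e+05 resamples), which does not show that there is none. Diet and surgery as causes were not tested.

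Immune lists were lower in DIO-HFD than in CON-LFD, the T cell list by -1.29 ± 0.39 (SE from a fit of all arrays). Dilution by muscle or fat would need more of either in DIO-HFD. The muscle list was lower there by -1.64 ± 1.98, and the adipocyte list differed by 0.01 ± 0.91. These values give dilution no support, though both spreads are wide. With both list means in the fit the T cell difference was -1.38 ± 0.40. That fit decides little, since lists that are not higher in DIO-HFD could hardly remove the difference. For lymph node tissue in the CON-LFD tumors, 14 lymph node and B cell members above the low-signal limit differed by -0.47 ± 0.16. The 14 such T cell members differed by -1.46 ± 0.37 (exact permutation p = 0.0108 for the gap). Only 10 of 29 lymph node and B cell members were high enough in CON-LFD to fall as far as the T cell list. These differed by -0.66 ± 0.19 on average, a gap of -0.63 ± 0.27 (exact permutation p = 0.0498), from -1.42 for Cd22 to 0.01 for Ebf1. Node tissue would raise its markers in CON-LFD, yet Ms4a1 (3.07), Pax5 (3.47), Ccl19 (3.18) and Glycam1 (3.61) lay below the limit there. For these genes that argues against much node tissue, while Ccr7 (10.22) and Cxcl13 (8.66) lay above the limit. Node tissue thus stays open. An equal loss of leukocytes of every kind is opposed by the neutrophil list, at 0.16 ± 0.27 with a gap of -1.45 ± 0.28 to the T cell list, and by its 12 members above the limit, at 0.24 ± 0.39 with a gap of -1.71 ± 0.37. A loss of every kind is not excluded, because only 5 of the 19 neutrophil members were high enough in CON-LFD to fall as far as the T cell list, and these differed by -0.44 ± 0.38 on average, a gap of -0.85 ± 0.29 (exact permutation p = 0.0195), from -1.29 for Csf3r to 0.39 for Clec4e. Obesity as the cause stays open and untested, as does whether cells were fewer or expressed less.

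DIO-LFD replicate 1 stood apart in the interferon gamma list, at 10.28 against 11.93 to 12.43 in the other DIO-LFD arrays and 10.8 to 11.71 in DIO-HFD. A wrong label is a candidate explanation, since its source name gives the obese group without weight loss, but the group sizes the study gives for its array analysis match the titles and not the source names. Counting it as DIO-HFD gave 205 genes between DIO-HFD and CON-LFD, where the highest of the 10 other arrays moved in the same way gave 20, and leaving it out gave 60, where the highest of the others gave 6. The array stood out by values of these same data, below all DIO-HFD arrays in that list, so the move could be expected to raise the count. These counts do not decide which label is right. A tumor that differed for a biological reason, in a mouse that did lose weight, was not tested and stays open.

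In 8 other cases the list mean of an array lay far from the rest of its group. The MHC class I list was at 13.36 in CON-LFD replicate 5, below 13.57 to 13.66 in the others, and at 13.79 in DIO-VSG replicate 5, above 13.07 to 13.33. The T cell list was at 6.11 in CON-LFD replicate 3, below 6.95 to 7.43. DIO-HFD replicate 5 had the adipocyte list at 11.31, above 5.79 to 6.33, and the mammary epithelium list at 5.27, above 4.18 to 4.46. The skin list was at 4.51 in DIO-VSG replicate 6, above 3.57 to 3.77. MYC targets were at 13.48 in CON-LFD replicate 4, below 13.67 to 13.76, and hypoxia genes at 14.16 in DIO-HFD replicate 3, above 13.25 to 13.53. Of 116 groups of arrays tested, 9 stood out in this way, where chance gives about 5%.

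Probe sets unnamed here also differed, tested as a family of 2634. Between DIO-HFD and CON-LFD 7 passed, 3 higher and 4 lower, among them TC0700000880.mm.2, higher by 0.80 ± 0.15 (SE, n = 6 and 6, adjusted p = 0.0185), and TC0700002002.mm.2, lower by -1.35 ± 0.23 (adjusted p = 0.0126). Between DIO-VSG and DIO-HFD 1 passed, TC0500003518.mm.2, higher by 1.32 ± 0.25 (adjusted p = 0.0499). Of 100 splits of the arrays, only the real split gave as many as the 7 (highest other 5), while 9 gave as many as the 1 (highest other 27, a split that points to a structure of the samples). The count of 7 is among many that were set against splits, and it was chosen after the results were seen. Chance is therefore not excluded for it. Adjusted over all 22206 probe sets, 1 unnamed probe set passed between DIO-HFD and CON-LFD and 0 between DIO-VSG and DIO-HFD.

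For each comparison 100 of 462 splits of its arrays into groups of the same sizes were used. The real split is among them and in each count below. As many calls came too often to exclude chance for any count above 0 of genes, lists or Reactome pathways. For the counts of 0 genes the splits decide nothing, since each of the 100 gives at least 0. Between DIO-HFD and CON-LFD, 5 of the 100 splits gave as many as the 1 gene called (highest other 5), 7 as many as the 17 lists (18), and 9 as many as the 13 higher and 88 lower Reactome pathways together (180). Between DIO-VSG and DIO-HFD, where 0 genes were called (highest other 1), 42 gave as many as the 12 lists (18) and 10 as many as the 108 pathways (179). Between DIO-LFD and DIO-HFD, where 0 genes were called (highest other 1), 22 gave as many as the 15 lists (20) and 28 as many as the 106 pathways (226). In the other comparisons 0 genes were called, with a highest other of 1 for DIO-VSG against DIO-LFD and against CON-LFD, and 58 gave as many as the 9 lists between DIO-VSG and DIO-LFD (20), 9 as many as the 16 lists between DIO-VSG and CON-LFD (17) and 69 as many as the 9 lists between DIO-LFD and CON-LFD (18). For the Reactome pathways of these comparisons, 69 gave as many as the 22 between DIO-VSG and DIO-LFD (214), 56 as many as the 22 between DIO-VSG and CON-LFD (147) and 54 as many as the 26 between DIO-LFD and CON-LFD (178), and highest counts several times the real ones point to a structure of the samples. A split of the DIO-LFD and CON-LFD arrays that put CON-LFD replicates 3 and 5 with DIO-LFD replicates 1, 4 and 5, the muscle-rich arrays of these groups, called 259 genes, which points to a structure of the samples.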

How the results depend on the processing

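Of the alternatives here, the fits without the 8 muscle-rich arrays, the exact permutation of list means and all alternatives for the Reactome pathways were chosen after the data were seen. Over 1303 combinations of the 44 list calls of the main comparisons with a setting, 1021 kept their direction and side of the threshold, 278 kept only the direction and 4 reversed. Of the 44 calls, 44 held with an intensity trend and with the mean of probe sets, 43 in fits of only the 2 groups, 41 with members above the low-signal limit, 40 with quantile normalization, with centered arrays and without the 2 arrays whose labels differ, 38 with array weights, with fgsea and with the filter, 36 with the lymph node covariate, 35 with source-name groups, and 27 without the muscle-rich arrays. With muscle and fat covariates 35 of 42 held. Calls lost in several of these settings included hypoxia, oxidative phosphorylation, cholesterol synthesis, mammary, fibroblast, dendritic cell and regulatory T cell lists. Further immune calls were lost: MHC class II, cytotoxic effectors, macrophages and complement without the muscle-rich arrays, and macrophages and complement, besides muscle, with source-name groups. The cause was not tested.

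Tests that allow for a larger correlation within lists called almost none. With an estimated correlation 0, 0 and 0 lists and 0, 0 and 0 pathways were called for DIO-HFD against CON-LFD, DIO-VSG against DIO-HFD and DIO-LFD against DIO-HFD, and adjusted p was 0.271, 0.271 and 0.206 for type I interferon, 0.206, 0.206 and 0.333 for interferon gamma, and 0.206, 0.501 and 0.501 for T cells. fry called 1, 0 and 0 lists, at adjusted p = 0.120, 0.257 and 0.120, then 0.0697, 0.120 and 0.399, then 0.0697, 0.498 and 0.506 for the same lists. The smallest p of the exact permutation of list means was 0.00217. At that p a list passes only if at least 4 of the 84 tests reach it, and 2 did. At a larger p more tests would have to reach it. The exact permutation thus had limited room to pass, its calls were 0, 0 and 0, and 44 of the 278 above come from it. Adjusted p was 0.167, 0.149 and 0.374, then 0.0909, 0.121 and 0.551, then 0.109, 0.459 and 0.569.

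The single gene called between DIO-HFD and CON-LFD became 5 genes in a fit of only those groups, 17 with an intensity trend and robust estimation, 13 with array weights, 2 with muscle and fat covariates, 66 without the 2 arrays whose labels differ, 196 with source-name groups and 5 without the muscle-rich arrays. Leaving out single arrays of these 2 groups gave 0 to 6 genes, and of the other groups 0 to 60 (60 without DIO-LFD replicate 1). Source-name groups gave 9 genes between DIO-LFD and DIO-HFD, and a fit of only DIO-VSG and CON-LFD gave 1 gene. Of 2021 combinations for the 82 named genes, 1977 kept their side of the threshold, 6 lost it and 38 passed it. Only Atp8a1 was called in the main fit, so the 6 losses are all of its call. The kept cases are mostly genes that stayed uncalled and do not measure how well calls hold.

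Without the muscle-rich arrays 7 lists were called between DIO-LFD and DIO-HFD and 53 pathways between DIO-HFD and CON-LFD. The medians that reversed there were muscle (0.63, the list that chose the arrays) and cholesterol synthesis (-0.0895) in DIO-HFD against CON-LFD, and dendritic cells (-0.10) and muscle (-0.15) in DIO-LFD against DIO-HFD. Leaving out single arrays, 53 to 111 pathways were called between DIO-HFD and CON-LFD, 65 to 125 between DIO-VSG and DIO-HFD and 40 to 144 between DIO-LFD and DIO-HFD, 8 to 17 lists were called between DIO-LFD and DIO-HFD, and the T cell median there ran from 0.22 to 0.68. The correlation of opposite changes was -0.144 for DIO-VSG and -0.301 for DIO-LFD with the DIO-HFD arrays split, and -0.435 for DIO-LFD without the muscle-rich arrays. The cause was not tested, except that the split removes the shared arrays.

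Replicate numbers did not pair the arrays: over 33 same-numbered pairs the correlation of deviations from group means averaged 0.0101 (-0.281 to 0.341), 8 pairs were over 0.1, and 0 of 23 arrays correlated best with their own number. With the replicate block 12 genes were called between DIO-HFD and CON-LFD, and 42 of the 44 list calls held. Low signal limits the mammary, skin, B cell, lymph node and neutrophil lists.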

Other observations

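The 2 hypotheses at the end of this part and their tests were chosen after the results were seen. Beyond immune genes, pathways of the primary cilium, a sensory structure of the cell surface, were higher in DIO-HFD than in CON-LFD tumors (n = 6 and 6). Intraflagellar transport, the traffic that builds cilia, was higher by a mean of 0.23 over 37 genes (adjusted p = 0.00469, limma's camera), and Assembly of the primary cilium by 0.12 over 150 genes (0.0395), and both had an adjusted p = 0.756 with an estimated correlation. After the low-fat diet Intraflagellar transport was lower than in DIO-HFD by -0.16 (adjusted p = 0.0395, and adjusted p = 0.756 with an estimated correlation), and after surgery it differed by -0.11 and did not pass (0.0641). Assembly of the primary cilium did not pass after diet (-0.10, adjusted p = 0.0840) or surgery (-0.06, 0.378). Branched-chain amino acid catabolism, the breakdown of leucine, isoleucine and valine, was higher in DIO-HFD than in CON-LFD by 0.26 over 17 genes (adjusted p = 0.0145, and adjusted p = 0.756 with an estimated correlation). Of the 701 pathways, 13 were called higher in this comparison, 5 with quantile normalization and 19 with centered arrays.

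Genes of protein synthesis were higher by small amounts in DIO-HFD than in CON-LFD, with Peptide chain elongation at 0.10 over 62 genes (adjusted p = 0.0142, and adjusted p = 0.986 with an estimated correlation). The difference was not particular to DIO-HFD. The same pathway was higher in DIO-LFD than in CON-LFD by 0.17 (adjusted p = 6.58e-07) and lower in DIO-VSG than in DIO-LFD by -0.13 (7.59e-05). Both had an adjusted p = 0.999 with an estimated correlation. Cholesterol biosynthesis was higher by 0.26 over 20 genes (adjusted p = 0.0353, and adjusted p = 0.871 with an estimated correlation), while the median of the list of cholesterol and fatty acid synthesis changed sign without the 8 muscle-rich arrays (-0.0895). Signaling by Retinoic Acid, which acts through the vitamin A derivative, was lower after surgery than in DIO-HFD by -0.21 over 50 genes (0.0185), and Transferrin endocytosis and recycling, the uptake of iron, by -0.18 over 27 genes (0.0229). Both had an adjusted p = 0.756 with an estimated correlation.

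In DIO-LFD tumors the type I interferon list lay at the CON-LFD level while the T cell list lay below it, and a hypothesis is that the 2 lists returned to a different extent. The type I interferon list mean minus the T cell list mean was higher in DIO-LFD by 0.72 ± 0.42 (SE, n = 5 and 6), above the CON-LFD mean in 5 of 5 arrays, with an exact permutation p = 0.147 (adjusted p = 0.147 over the 2 hypotheses). The test leaves the hypothesis open. DIO-LFD replicate 1, whose labels disagree, was lowest of its group in both lists, at 11.32 and 4.85. The other DIO-LFD arrays ran from 12.21 to 13.01 and from 5.89 to 7.54. The hypothesis was not tested without that array.

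After surgery the interferon gamma list was higher than in DIO-HFD while the macrophage list was not, and a second hypothesis is that the 2 lists moved by different amounts. Their difference was higher in DIO-VSG by 0.72 ± 0.35 (SE, n = 6 and 6), above the DIO-HFD mean in 4 of 6 arrays, with an exact permutation p = 0.0649 (adjusted p = 0.130). This too stays open. DIO-VSG replicate 1, whose labels disagree, was lowest of its group in macrophages, at 9.77 against 10.3 to 11.3 in the others. The hypothesis was not tested without that array.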
